A study of Mus musculus with 24 samples.

How the data were processed

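RNA from wild-type mouse embryonic fibroblasts was profiled in 24 libraries. The labels give 3 factors with 2 levels each: siCTRL or siCop1, DMSO or the compound KL001, and without or with Dexa. The 8 groups hold 3 replicates each. siCTRL and siCop1 are taken as a control small interfering RNA and one directed against Cop1, and "Dexa" is kept as the labels write it. Doses, exposure times and siRNA sequences are not given in the sources used here. Per the labels' protocols, RNA was extracted with a column kit, stranded mRNA libraries were made with the TruSeq chemistry, and the pooled libraries were run as short single reads on 3 lanes. The labels name no lane or preparation batch per library, so no batch term could be fitted.

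The authors deposited a table of raw read counts per gene symbol, with 1 column per library and 47480 genes, of which 28837 had at least 1 count. The aligner, the counting program and the genome build are not given in the sources used here, so no coordinates are reported, and how reads shared between paralogs or overlapping genes were counted is unknown. Values of genes with close copies, such as the Serpina3, Serpinb9, Slfn and Ifit families, are therefore uncertain. The authors also deposited a normalized table, whose values (unit: signal) are the raw counts divided by a single factor per library. Recomputed median-of-ratios size factors (0.862 to 1.117) gave 100% of the normalized values within a tolerance of 0.011. The normalized table was used only for that check, and every test ran on the raw counts. Columns were matched to libraries by the names in the labels, and 0 columns were left unused. The table carries the older symbol Rfwd2 for Cop1.

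Library totals ran from 21409988 to 27875023 counts with a median of 25337292. The 10 most abundant genes took 6.2% to 7.88% of a library. No files were identical, and replicates of a group differed by more than sampling noise, with chi-square per degree of freedom between 1.61 and 10.13. CPM values are counts scaled to the library total as adjusted by TMM, and at these totals values well below 1 CPM rest on few reads. The floor of 3 counts used for a group without counts covers counting error only, whereas SDs and standard errors also hold the spread between replicates. PCR copies were not told apart.

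Tests were run in R 4.3.3. Genes were kept with filterByExpr over the 8 groups (minimum count 10, minimum total 15), leaving 14772 genes. Counts were scaled with TMM and fitted with edgeR 4.0.16 (quasi-likelihood, robust) on all 24 libraries with 1 mean per group and no covariate. The common biological coefficient of variation was 3.71%. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided, and "changed" means an adjusted p below 0.05. Standard errors were derived from the unshrunken log2 fold change and its F statistic. There were 12 simple effects and 4 interactions. CPM values use the TMM scale and are given as mean ± SD with n = 3.

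Genes are named by a rule with 3 parts. The first part is a fixed list of 18 genes of the Cop1 ligase, its described targets, the clock and the glucocorticoid response. The second takes, per simple effect, up to 3 higher and 3 lower genes with the largest change among those changed, with a mean of at least 1 CPM over all 24 libraries and all 3 libraries of a group above all 3 of the other. The third takes up to 2 genes of each sign per interaction, with the largest terms among those changed and with a mean of at least 1 CPM. Genes with symbols made of Gm and a number, ending in Rik or marked as pseudogenes by -ps were skipped in the last 2 parts. Members of the gene lists named beyond this rule, and the other genes of the siCop1 by KL001 interaction, were chosen after their values were seen. The fixed lists were glucocorticoid response (17 genes), clock (15) and ETS and AP-1 targets (19). They were tested with fry on voom values (limma 3.58.1), adjusted over 9 tests. Correlations between effects were compared with simulated unchanged groups against the same controls and with resampled residuals.

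The groups, tests, naming rule, lists and all alternatives other than those named next were fixed before the data were examined. The alternatives were RLE scaling, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, a fit on only the groups compared, leaving out each library in turn, camera, fry on edgeR z-scores, Pearson correlation and a minimum mean of 10 CPM for correlations. There were 3 more, chosen after seeing the data. One used the leading component of within-group residuals as a covariate. Because this component is centred within groups, it narrows the residual spread and cannot remove a shift between groups. The other 2 used as offsets each library's trend against transcript length and GC content (natural splines with 4 degrees of freedom; GENCODE vM21 transcripts, 96.8% of tested genes matched), either with the trend's mean over genes taken out, which keeps the TMM scale, or with that mean left in, which sets each library's mean log2 deviation over genes to 0. An offset of this kind also removes any real change that follows transcript length or GC content. The 8 marker lists for other tissues (heart muscle, embryonic heart, fast skeletal muscle, airway epithelium, alveolar lung, squamous epithelium, liver, macrophage) were written after the named genes were seen.

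Replicate numbers are shared across groups. Deviations from group means of same-numbered libraries correlated above 0.1 in all 3 pairs in 1 of 12 comparisons, the Dexa effect in siCTRL DMSO (r of 0.54, 0.19 and 0.26 across genes, which are not independent replicates). No label ties a number to a shared culture or day.

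The fits were tested on simulated data with 200 changed genes. For the Dexa effect in siCTRL DMSO, 86.5% were recovered at a log2 change of 1 with 7 false calls. For the siCop1 by Dexa interaction 80% were recovered with 14 false calls, 8.05% of the calls and above the nominal 5%. For the KL001 effect in siCTRL without Dexa, 56.5% were recovered at a log2 change of 0.3, and for the siCop1 by KL001 interaction without Dexa 66% at 0.5. In the simulated list test, the glucocorticoid list was shifted by a log2 change of 0.5, and the clock list had an unadjusted fry p of 0.0199. Per1 is on both lists, so the clock list was not wholly unshifted and this p is no clean measure of false calls.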

Results

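The transcriptome of wild-type mouse embryonic fibroblasts was measured by mRNA sequencing in 24 libraries, 3 for each of 8 groups. The groups cross siCTRL or siCop1 with DMSO or KL001 and with the absence or presence of Dexa. Cop1 is the substrate receptor of a CRL4 ubiquitin ligase, and KL001 is a small molecule that stabilises cryptochromes, the repressor proteins of the circadian clock. The series title names an inhibition of the assembly of this ligase by cryptochromes as its subject. The design therefore asks what loss of Cop1 and stabilised cryptochromes each do to expression, whether their effects resemble each other, and whether the response to Dexa depends on either. Libraries held 21409988 to 27875023 counts. Principal component 1 carried 31.6% of the variance of log2 CPM and separated the libraries by Dexa, and component 2 carried 23.4% and separated them by siRNA.

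**Figure D1:**
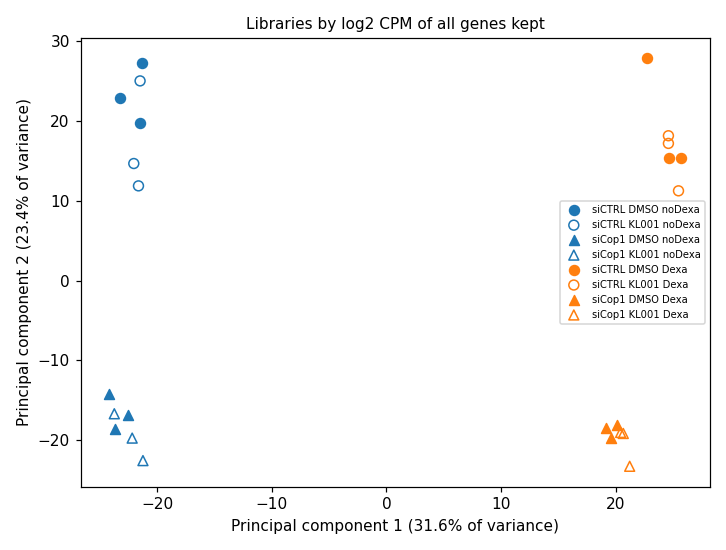
Scores of the 24 libraries on principal components 1 and 2 of log2 CPM over the 14772 genes kept, with Dexa shown by colour, siRNA by symbol and KL001 by open symbols. Component 1 (31.6% of variance) parts libraries without and with Dexa and component 2 (23.4%) parts siCTRL from siCop1.

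The targeted gene was examined first. Cop1, listed as Rfwd2, was at 28.4 ± 1.45 CPM (SD, n = 3) in siCTRL DMSO without Dexa and 4.81 ± 0.172 CPM (SD, n = 3) in siCop1 DMSO without Dexa. This log2 fold change of -2.56 (SE 0.073) had an adjusted p of 4.01e-21 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 change was -2.48 in DMSO with Dexa, -2.43 in KL001 without Dexa and -2.53 in KL001 with Dexa. Single libraries held 4.33 to 5.79 CPM with siCop1 and 24.99 to 29.72 CPM with siCTRL, so the ranges did not overlap. KL001 did not change Rfwd2 in any of the 4 settings, with adjusted p-values from 0.128 to 0.788.

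**Figure D2:**
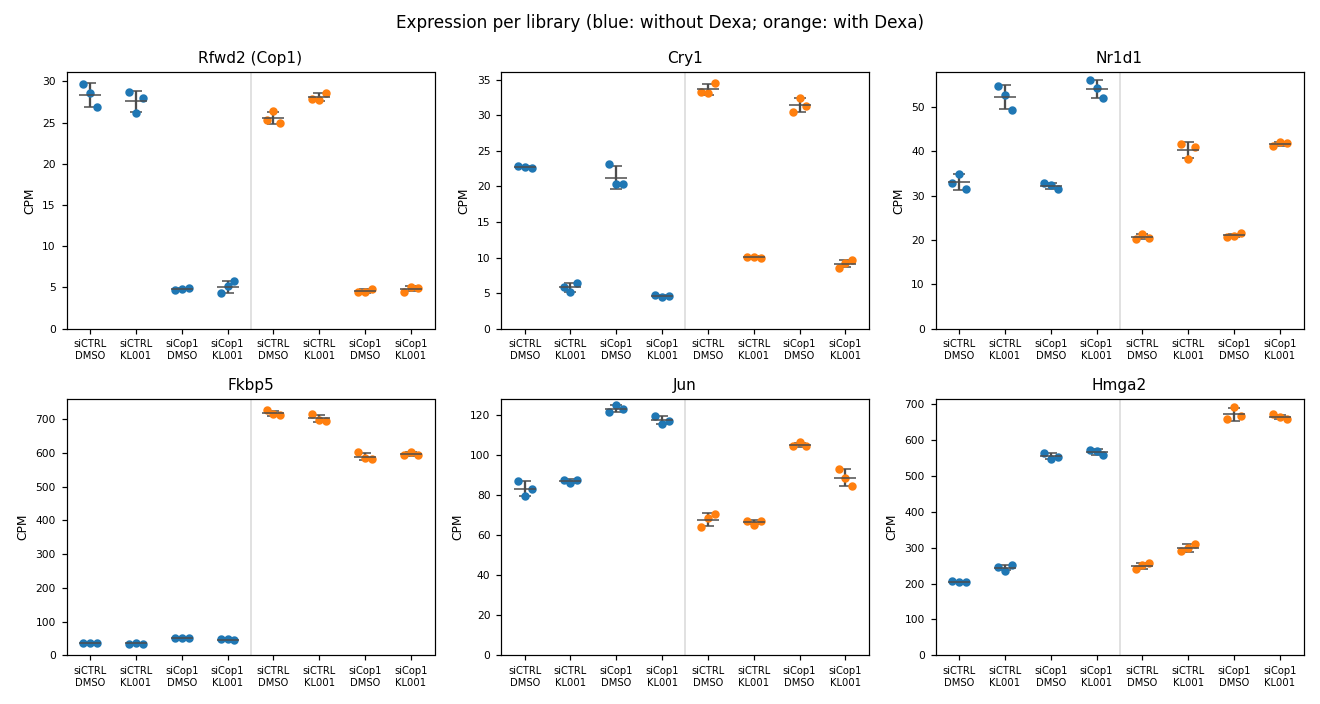
CPM (linear axis from 0) of Rfwd2, Cry1, Nr1d1, Fkbp5, Jun and Hmga2 in the 8 groups, with a point for each library and bars for mean ± SD (n = 3). Rfwd2 lies at or below 5.79 CPM in all siCop1 libraries and Cry1 lies lower with KL001 than with DMSO for both siRNAs, without and with Dexa.

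The response to Dexa was compared within each combination of siRNA and compound. Of 14772 genes, 3957 changed in siCTRL DMSO (1881 higher, 2076 lower), of which 425 changed at least 2-fold. The counts were 3952 in siCTRL KL001, 3496 in siCop1 DMSO (1778 higher, 1718 lower) and 3620 in siCop1 KL001. A fit on only the groups compared moved these counts most among the alternatives fixed in advance, to 4578 in siCop1 DMSO. Leaving out single libraries gave between 2962 and 3990 genes over the 4 comparisons. Fkbp5 rose from 36.4 ± 0.969 to 719 ± 7.13 CPM (SD, n = 3), a log2 change of 4.30 (SE 0.036) with an adjusted p of 2.39e-35. Tsc22d3 rose by 2.73 and Per1 by 2.22 on the log2 scale. Serpina3m had 0 counts in all 3 libraries of siCTRL DMSO without Dexa and 4.14 ± 0.222 CPM with Dexa, at least 106-fold higher against a floor of 3 counts over the group. The other genes with the largest increases were Map7d2 (log2 7.37), Fam107a (6.67), Hif3a (7.48 in siCTRL KL001) and Sult1a1 (6.07 in siCop1 KL001), all at 0.269 CPM or less without Dexa in the comparisons that selected them. The selected genes with the largest decreases in siCTRL DMSO were Cd300lb (-2.31), Kank4 (-2.05) and Slfn2 (-1.98). Cd300lb had 2, 0 and 9 counts in the 3 libraries of siCTRL DMSO with Dexa (0.146 ± 0.189 CPM, SD, n = 3), so the size of its change there rests on replicate 3. In siCTRL KL001 its change was -2.96. Rassf9 (-2.36 in siCTRL KL001), Ifit3b (-1.84) and Egr3 (-1.74) in siCop1 DMSO and Il7 (-1.72 in siCop1 KL001) were selected among those lower in the other settings. Serpina3m, Slfn2 and Ifit3b have close copies in the genome, and how shared reads were counted is unknown.

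All 17 genes of the glucocorticoid list changed with Dexa in siCTRL DMSO, and 17 did when adjusted over the list alone. Of these, 16 were higher and 1, Angptl4, was lower (log2 -0.64, adjusted p 4.71e-11 in edgeR's quasi-likelihood test). The list had a median log2 change of 2.37 and an adjusted fry p of 7.86e-25, and passed under camera as well. Of the 18 genes of the fixed list, 13 changed, and 14 when adjusted over the list alone. In siCTRL DMSO, Cry1 rose by 0.56 and Per2 by 1.39 on the log2 scale with Dexa, whereas Nr1d1 (-0.68), Etv5 (-1.14), Etv4 (-0.59) and Jun (-0.30) were lower.

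**Figure D3:**
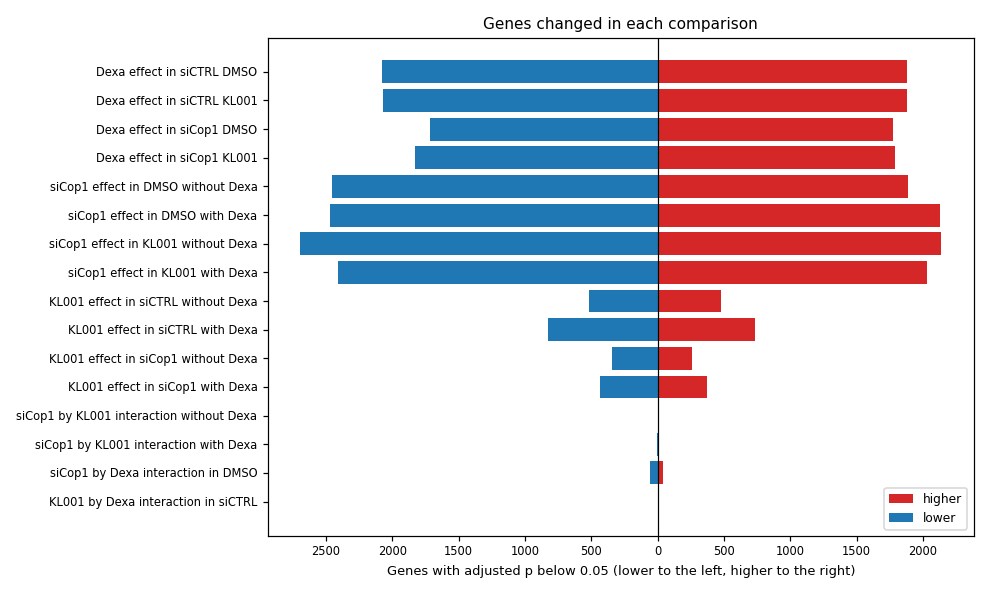
Number of genes with an adjusted p below 0.05 in each of the 12 simple effects and 4 interactions, with genes that were lower to the left and higher to the right. The siCop1 effects reach 4835 genes, the KL001 effects 1560, and the interactions at most 99.

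Loss of Cop1 was compared within each combination of compound and Dexa. In DMSO without Dexa 4342 genes changed (1890 higher, 2452 lower), of which 291 changed at least 2-fold. The counts were 4599 in DMSO with Dexa, 4835 in KL001 without Dexa and 4441 in KL001 with Dexa. A fit on only the groups compared moved these counts most among the alternatives fixed in advance, to 3520 in KL001 without Dexa. Of the 4342 and 4599 genes changed in DMSO without and with Dexa, 3175 changed in both and 3162 of these in the same direction.

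Among the ligase's partners, Ddb1 was lower with siCop1, from 1348 ± 32.5 to 1236 ± 8.09 CPM (SD, n = 3; log2 -0.13, SE 0.027, adjusted p 5.3e-04 in edgeR's quasi-likelihood test) in DMSO without Dexa and by a log2 change of -0.11 with Dexa. Cul4a and Dda1 did not change, with adjusted p-values of 0.315 and 0.879 without Dexa and 0.325 and 0.0752 with Dexa, where Dda1 (log2 -0.11) passed the threshold in a fit on the groups compared (adjusted p 0.0421). Det1 had a log2 change of -0.17 with an adjusted p of 0.0397, which rose to 0.0545 with RLE scaling, 0.144 in DESeq2, 0.15 with no filter and 0.1 in a fit on the groups compared. It also lost the call without siCTRL DMSO replicate 2 (-0.11, adjusted p 0.255), siCop1 DMSO replicate 2 (-0.12, 0.235) or siCop1 DMSO replicate 3 (-0.19, 0.0519), all without Dexa. Transcripts of factors described as Cop1 substrates went in different directions. Jun rose from 83.2 ± 3.69 to 123 ± 1.90 CPM (SD, n = 3; log2 0.56, SE 0.037, adjusted p 6.74e-13 in edgeR's quasi-likelihood test), and by 0.63 with Dexa. Etv5 was lower by a log2 change of -0.63 without Dexa and -0.24 with Dexa. Etv4 was lower without Dexa (-0.22, adjusted p 0.00181) and did not pass the threshold with Dexa (0.14, adjusted p 0.0666), except without siCop1 DMSO with Dexa replicate 2, where its log2 change was 0.19 (adjusted p 0.023). Ets2 had a log2 change of 0.11 (adjusted p 0.0349), which lost the call with no filter (adjusted p 0.0542). It also lost the call without siCTRL DMSO replicate 1 (adjusted p 0.11) or 2 (0.0857), or siCop1 DMSO replicate 1 (0.0668) or 3 (0.135), all without Dexa.

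The ETS and AP-1 list, with 18 of 19 genes kept, had a median log2 change of 0.49 with siCop1 in DMSO without Dexa (adjusted fry p 2.23e-15) and 0.51 with Dexa (1.5e-15). In the first, 16 genes changed, 12 of them higher, and 16 did when adjusted over the list alone. In the second, 12 changed and 13 when adjusted over the list alone. Mmp3 (log2 1.98), Hmga2 (1.44), Fosl1 (1.32) and Dusp6 (0.91) were higher without Dexa. The clock list, with all 15 genes kept, had a median of -0.18 without Dexa (adjusted fry p 7.68e-09; 8 genes changed, 9 when adjusted over the list alone). With Dexa it had a median of -0.08 (adjusted fry p 9.17e-05; 3 genes changed and 3 when adjusted over the list alone). This last list passed under fry and not under camera with its preset correlation of 0.01 (adjusted p 0.132) or an estimated correlation (0.134). The other siCop1 list calls held under both tests. Per2 (-0.41), Dbp (-0.43) and Cry2 (-0.18) were lower with siCop1 in DMSO without Dexa, and Cry1 did not change (-0.10, adjusted p 0.197 in edgeR's quasi-likelihood test). Of the 18 genes of the fixed list, 12 changed in that comparison and 12 when adjusted over the list alone.

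The largest increases with siCop1 included Dach1, from 0.187 ± 0.0729 to 2.33 ± 0.147 CPM (SD, n = 3; log2 3.63, adjusted p 8.16e-12 in edgeR's quasi-likelihood test), C3ar1 (2.44), Slc14a1 (2.21) and, in KL001 without Dexa, Htr2a (2.32). Atp2a3 was lower by a log2 change of -2.60, and AU021092 (-1.99) and Ddx4 (-1.93) were lower in KL001 with Dexa. Other genes selected by the same rule varied widely between libraries of a group. Des fell from 3.21 ± 1.41 to 0.323 ± 0.161 CPM, Tnni3 from 6.15 ± 3.92 to 0.632 ± 0.0668 CPM and, with Dexa, Cox6a2 from 6.91 ± 3.28 to 1.39 ± 0.084 CPM (SD, n = 3 each). Tnni3 (adjusted p 0.0481) lost the call without any of the 6 libraries compared, with adjusted p-values of 0.177 without siCTRL DMSO replicate 1, 0.0551 without replicate 2 and 0.0551 without replicate 3, and 0.112, 0.121 and 0.118 without siCop1 DMSO replicates 1, 2 and 3. Des also fell in DMSO with Dexa (log2 -2.51, adjusted p 0.0358) and in KL001 without Dexa (-2.93, adjusted p 0.0133). It lost the first call without siCTRL replicate 2 (-1.37, adjusted p 0.287), siCop1 replicate 1 (0.0883), 2 (0.0866) or 3 (0.0951) and in a fit on the groups compared (0.132), and the second without siCTRL replicate 2 (-1.42, 0.19) and in that fit (0.167). In the 6 siCTRL libraries with little of the heart muscle transcript Myh6, none of them in DMSO without Dexa, Tnni3 was at 0.598 to 0.934 CPM, within the siCop1 range of 0.583 to 1.03 CPM. Krt13 stood at 12.1 ± 16.0 CPM (SD, n = 3) in siCop1 DMSO with Dexa, where replicate 1 held 30.5 CPM, and its log2 change of 3.79 became 1.71 (adjusted p 0.0686) without that library. Krt13 also lost the call in a fit on the groups compared (adjusted p 0.188). Pigr (log2 3.37 in DMSO with Dexa) and Lyz2 (3.24 in KL001 with Dexa) also varied between siCop1 replicates, at 3.98 ± 1.82 and 7.23 ± 3.69 CPM (SD, n = 3). Within groups, Des, Tnni3 and Cox6a2 followed the other genes of a heart muscle list, Krt13 those of a squamous epithelium list and Pigr those of an airway epithelium list, with rank correlations of 0.885, 0.844, 0.856, 0.808 and 0.829.

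KL001 changed fewer genes. In siCTRL without Dexa 994 genes changed (476 higher, 518 lower) and 26 changed at least 2-fold. With Dexa the count was 1560 (736 higher, 824 lower). In siCop1 it was 604 without and 807 with Dexa. A fit on only the groups compared moved these counts most among the alternatives fixed in advance, giving 225 genes in siCTRL without Dexa, 950 in siCop1 without Dexa and 1435 in siCop1 with Dexa. In siCTRL without Dexa the count was 653 without DMSO replicate 3. In siCTRL with Dexa it was 928 without DMSO replicate 1 and 962 without KL001 replicate 3. In siCop1 with Dexa it was 509 without DMSO replicate 1 and 502 without KL001 replicate 3. With each library's length and GC trend removed, an alternative chosen after seeing the data, 1583 genes changed in siCTRL without Dexa on the TMM scale. With each library's mean over genes also set to 0 there were 1674, of which 1159 were higher and 515 lower. Of the genes changed by KL001 in siCTRL and in siCop1, 375 were shared without Dexa, all in the same direction, and 514 with Dexa, 513 of them in the same direction.

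Clock transcripts were among those that changed most with KL001. Cry1 fell from 22.8 ± 0.154 to 5.81 ± 0.666 CPM (SD, n = 3) in siCTRL without Dexa, a log2 change of -1.97 (SE 0.07) with an adjusted p of 5.6e-18 in edgeR's quasi-likelihood test. The change was -1.74 in siCTRL with Dexa, -2.22 in siCop1 without Dexa and -1.78 in siCop1 with Dexa. Per2 (-1.27), Npas2 (-1.29), Dbp (-0.65), Arntl (-0.63) and Cry2 (-0.49) were lower in siCTRL without Dexa, and Nr1d1 was higher, from 33.1 ± 1.74 to 52.2 ± 2.81 CPM (SD, n = 3; log2 0.66). With Dexa, Nr1d1 rose by 0.96 on the log2 scale. Per1 was lower without Dexa (-0.20, adjusted p 0.00158; 0.103 in a fit on the groups compared) and did not pass the threshold with Dexa (0.02, adjusted p 0.782). The difference between these, the KL001 by Dexa term, was 0.22 with an adjusted p of 0.269 in edgeR's quasi-likelihood test. Of the 18 genes of the fixed list, 9 changed in siCTRL without Dexa, and 10 when adjusted over the list alone. The clock list had a median of -0.20 in siCTRL without Dexa (adjusted fry p 7.09e-12; 11 genes changed and 11 when adjusted over the list alone) and -0.14 with Dexa (4.09e-09; 9 genes, and 10 when adjusted over the list alone). Both list calls held under camera. Of the clock list genes changed, 2 were higher and 9 lower without Dexa, and 3 were higher and 6 lower with Dexa. Beside Nr1d1, the higher ones were Nr1d2 (0.22 without and 0.44 with Dexa) and, with Dexa, Ciart (0.42). Nr1d2 and Ciart were not followed across the alternatives.

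Other genes selected in the KL001 comparisons included Cyp26b1 (log2 1.07 in siCTRL with Dexa), Xdh (0.95 in siCTRL without Dexa) and Serpinb9b (0.86 in siCTRL with Dexa) among the higher, and Eln (-1.19 and -1.24 in siCop1 without and with Dexa) and Adamts17 (-1.20 in siCTRL with Dexa) among the lower. Adhfe1 (0.79 in siCop1 with Dexa) was also selected. The remaining 6 selected genes lost the call without single libraries. In siCTRL without Dexa, Serpina3n (1.30) lost it without DMSO replicate 3 (adjusted p 0.081) or KL001 replicate 1 (0.0713), and Greb1 (-1.63) without KL001 replicate 1 (0.0801) or 2 (0.0505). Fam189a2 (0.99) lost it there without DMSO replicate 2 (0.126) or 3 (0.127) or KL001 replicate 2 (0.0854) or 3 (0.0809). Ankrd55 (0.75 in siCop1 without Dexa) lost it without DMSO replicate 1 (0.0966), 2 (0.122) or 3 (0.161) or KL001 replicate 1 (0.224) or 3 (0.11), with the replicate number as a block (0.0556), with no filter (0.129), in a fit on the groups compared (0.0626) and in DESeq2 (0.165). The fit on the groups compared also gave adjusted p-values of 0.0807 for Serpina3n, 0.11 for Greb1 and 0.134 for Fam189a2. In siCop1 with Dexa, Ccl9 (0.75) lost it without DMSO replicate 1 (0.127) or 3 (0.0889) or KL001 replicate 2 (0.0712) or 3 (0.1), and Khdrbs2 (-1.29) without DMSO replicate 2 (0.0543) or 3 (0.0622) or KL001 replicate 2 (0.0857) or 3 (0.0526). Serpina3n and Serpinb9b have close copies in the genome.

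Members of the ETS and AP-1 list went both ways with KL001. The median was 0.01 without Dexa (adjusted fry p 0.00649, direction up; 2 genes changed, 6 when adjusted over the list alone). With Dexa its median was 0.003 with a mean of -0.05 and an upward fry test (0.00751; 4 genes, 5 when adjusted over the list alone). Camera gave adjusted p-values of 0.146 and 0.176, so neither call held there. The first median turned negative without siCTRL DMSO replicate 1 (-0.003), KL001 replicate 1 (-0.016, adjusted fry p 0.0583) or KL001 replicate 2 (-0.001), all without Dexa. The second did so without siCTRL DMSO replicate 1 (-0.011) or KL001 replicate 1 (-0.031) and was 0 without DMSO replicate 2, all with Dexa. Hmga2 rose by 0.26 and Ccnd1 by 0.25 on the log2 scale without Dexa. The 4 genes changed with Dexa were Hmga2 (0.26), Ccnd1 (0.24) and Plaur (0.30, adjusted p 0.00589), which were higher, and Mmp3 (-0.50, adjusted p 0.00786 in edgeR's quasi-likelihood test), which was lower. Plaur and Mmp3 were not followed across the alternatives under KL001.

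The effects of siCop1 and KL001 were then compared over all 14772 genes, which are not independent replicates. The rank correlation of the 2 effects was 0.208 without Dexa (jackknife SE 0.112) and 0.227 with Dexa (SE 0.121). These comparisons share their control libraries. In 20 simulations of unchanged groups against shared controls the median was 0.442 in both settings, above both observed values. The share of genes with the same sign was 56.9% and 57.2%, against 66.6% and 66.7% in the simulations. Of 1000 resamplings of within-group residuals, 928 and 912 gave a correlation at or above the observed one. Neither the simulated nor the resampled groups held any effect, so their agreement comes from the noise of the shared controls. Real effects, as of siCop1 here, dilute that noise. Values below these references therefore do not show effects less alike than unrelated ones would be. Where no library was shared, the correlation was 0.098 (siCop1 without Dexa and KL001 with Dexa; SE 0.055) and -0.003 (siCop1 with Dexa and KL001 without Dexa; SE 0.076). Resampling gave 299 and 521 of 1000 at or above these. Without the filter on low counts the shared-control correlations were 0.348 and 0.370, the largest shift among the rank correlations. Genes changed by both numbered 595 without Dexa, 63.7% of them in the same direction, and 852 with Dexa, 62.0% in the same direction. Independent sets of these sizes would share 292.2 and 485.7 genes. This takes all genes as equally likely to be called, whatever their abundance or spread. An excess over it therefore does not by itself show common targets. The simulations of unchanged groups had at most 4 calls per effect and at most 0 and 1 shared, so they set no reference for these overlaps. Between comparisons without shared libraries the overlaps were 841 (59.9% in the same direction, 458.5 for independent sets) and 562 (52.7%, 309.5 for independent sets).

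Interaction terms tested whether an effect differed between settings. The siCop1 by KL001 term reached the threshold for 0 genes without Dexa in edgeR's quasi-likelihood test, with 982 genes at an unadjusted p below 0.05 and 15 genes in DESeq2. Leaving out siCTRL KL001 without Dexa replicate 2 gave 6 genes and replicate 3 gave 1. The KL001 by Dexa term in siCTRL reached it for 0 genes, with 888 at an unadjusted p below 0.05 and 3 in DESeq2. Without siCTRL KL001 without Dexa replicate 2 there were 3 genes, and without siCTRL KL001 with Dexa replicate 1 there were 2. With no filter on low counts the counts were 61 and 133. Of the 18 genes of the fixed list, 1 and 3 passed these terms when adjusted over the list alone and 0 over all genes.

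With Dexa, the siCop1 by KL001 term reached the threshold for 10 genes (5 higher, 5 lower) and for 24 in DESeq2. Grem1 (log2 0.46, SE 0.068, adjusted p 0.00379 in edgeR's quasi-likelihood test) and Thbd (0.45) had the largest positive terms, and Pdss1 (-0.58) and Sned1 (-0.34) the largest negative ones among the genes the rule admits. Grem1 kept the call without each library. Thbd lost it without any of the 12 libraries except siCTRL KL001 replicate 1 (adjusted p 0.0517 to 0.126), and Pdss1 without any except siCTRL KL001 replicate 2 (0.0578 to 0.219). Sned1 lost it without any except siCTRL DMSO replicate 3, siCTRL KL001 replicate 3 and siCop1 DMSO replicate 2 (0.0503 to 0.127). With the replicate number as a block the count was 5, and Thbd (adjusted p 0.0519), Pdss1 (0.0641) and Sned1 (0.0521) lost the call. It was 3 without siCTRL DMSO replicate 1, 5 without siCTRL DMSO replicate 2, 5 without siCTRL KL001 replicate 2, 4 without siCTRL KL001 replicate 3, 3 without siCop1 DMSO replicate 1, 2 without siCop1 DMSO replicate 3, 2 without siCop1 KL001 replicate 1, and 3 without siCop1 KL001 replicate 2 or 3, all with Dexa.

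The siCop1 by Dexa term in DMSO reached the threshold for 99 genes (43 higher, 56 lower) and for 115 in DESeq2. No filter on low counts moved this count most among the alternatives fixed in advance, to 230. Fkbp5 had the smallest adjusted p (log2 -0.76, SE 0.048, adjusted p 2.06e-11 in edgeR's quasi-likelihood test): its rise with Dexa was 4.30 in siCTRL and 3.54 in siCop1. Among the genes the rule admits, Foxa1 (1.31) and Nptx1 (1.26) had the largest positive terms and Tmod1 (-1.41) and Angptl7 (-0.94) the largest negative ones. The rule skips 1810011O10Rik (-1.06) for its symbol and Olfml2a (1.68) for a mean below 1 CPM (0.726). Etv4 (0.36, adjusted p 0.0176) and Etv5 (0.39, adjusted p 0.0241) fell less with Dexa in siCop1 than in siCTRL. Etv4 lost the call without siCTRL DMSO replicate 2 or 3 or siCop1 DMSO replicate 3 without Dexa, or siCTRL DMSO replicate 2 or siCop1 DMSO replicate 1 or 3 with Dexa (adjusted p 0.0666 to 0.0978). Etv5 lost it without siCTRL DMSO replicate 1 or 2 or siCop1 DMSO replicate 1 or 2 without Dexa, or siCTRL DMSO replicate 1 or 2 or siCop1 DMSO replicate 2 or 3 with Dexa (0.0507 to 0.132), in DESeq2 (0.089) and in a fit on the groups compared (0.0551). Tmod1 lost it without siCTRL DMSO replicate 2 or 3 or siCop1 DMSO replicate 2 without Dexa, or siCop1 DMSO replicate 1 or 3 with Dexa (0.0641 to 0.129). Etv4, Etv5 and Fkbp5 were the 3 of the fixed list that passed, and 3 passed when adjusted over the list alone. Of the 99 genes, 84 had the same sign of Dexa effect with both siRNAs, and for 70 of these the effect was smaller with siCop1.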

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

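In this part the test with length and GC offsets and the fit with the within-group component were chosen only after the results were seen. The results below drew attention because an interaction term showed an effect that differed between settings.

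The effect of KL001 differed between siCTRL and siCop1 in the presence of Dexa for 10 genes. The terms were 0.46 for Grem1, 0.45 for Thbd, -0.58 for Pdss1 and -0.34 for Sned1 on the log2 scale. Of the 10, 8 changed with KL001 in siCTRL and 2 in siCop1. Hmga2 and Ccnd1, chosen after their values were seen, rose by 0.26 and 0.24 with KL001 in siCTRL and did not change in siCop1 (both -0.01), with terms of -0.27 and -0.25. These last terms were not followed across the alternatives. A difference in depth as the whole cause is argued against, since all 10 genes passed the threshold after every library was thinned to 21409988 counts. A length or GC trend as the whole cause is argued against as well, since all 10 passed with each library's trend removed. Reads from another tissue stay open: the marker lists of heart muscle, airway epithelium, squamous epithelium and macrophages held 0 of the 10, where their 53 tested members would give 0.0359 by chance, so the 0 decides nothing. The fit with the within-group component also kept 10, but its centring within groups leaves a shift between groups in place, so whether that component contributes cannot be told from it. The number of genes fell when single libraries were left out: without siCop1 DMSO with Dexa replicate 3 or siCop1 KL001 with Dexa replicate 1 there were 2 genes each. The other libraries that moved it were siCTRL DMSO replicates 1 (3 genes) and 2 (5), siCTRL KL001 replicates 2 (5) and 3 (4), siCop1 DMSO replicate 1 (3) and siCop1 KL001 replicates 2 (3) and 3 (3), all with Dexa. Grem1 kept the call without each library, whereas Thbd lost it without any of the 12 except siCTRL KL001 replicate 1 (adjusted p 0.0517 to 0.126), Pdss1 without any except siCTRL KL001 replicate 2 (0.0578 to 0.219) and Sned1 without any except siCTRL DMSO replicate 3, siCTRL KL001 replicate 3 and siCop1 DMSO replicate 2 (0.0503 to 0.127). In the fits without a library that lost the call, the term of Thbd ran from 0.368 to 0.473. That of Pdss1 ran from -0.608 to -0.509 and that of Sned1 from -0.347 to -0.306. The terms thus kept their sign and most of their size where the calls were lost. Of the 25 splits drawn from the 12 libraries, 5 gave at least 10 genes, the real one included. The other splits carry the separate effects of siRNA and compound into the term, with up to 2434 genes, so they are no measure of chance, which they neither show nor exclude. A dependence of the KL001 effect on Cop1, an effect of the siRNA on other transcripts and a saturated response remain open and were not tested.

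The effect of Dexa differed between siCTRL and siCop1 in DMSO for 99 genes. The terms were -0.76 for Fkbp5, 1.31 for Foxa1, 1.26 for Nptx1, -1.41 for Tmod1, -0.94 for Angptl7, 0.36 for Etv4 and 0.39 for Etv5 on the log2 scale. Etv4, Etv5 and Tmod1 lost the call without single libraries. Etv4 did so for siCTRL DMSO with Dexa replicate 2 (adjusted p 0.096), siCTRL DMSO without Dexa replicates 2 (0.0666) and 3 (0.0666), siCop1 DMSO with Dexa replicates 1 (0.0978) and 3 (0.0765) and siCop1 DMSO without Dexa replicate 3 (0.0721). Etv5 did so for siCTRL DMSO without Dexa replicates 1 (0.0611) and 2 (0.0839), siCTRL DMSO with Dexa replicates 1 (0.0696) and 2 (0.11), siCop1 DMSO without Dexa replicates 1 (0.0892) and 2 (0.0507) and siCop1 DMSO with Dexa replicates 2 (0.065) and 3 (0.132). Tmod1 did so for siCTRL DMSO without Dexa replicates 2 (0.0804) and 3 (0.0911), siCop1 DMSO without Dexa replicate 2 (0.129) and siCop1 DMSO with Dexa replicates 1 (0.0641) and 3 (0.0725). Fkbp5, Foxa1, Nptx1 and Angptl7 kept the call without each library. Depth as the whole cause is argued against, since 81 of the 99 genes passed after thinning. A length or GC trend as the whole cause is argued against, since 98 of the 99 passed with the trend removed on the TMM scale and 96 with each library's mean over genes also set to 0. The 4 marker lists held 0 of the 99 where 0.355 would be there by chance, and all 8 lists held 1, Hopx of the alveolar lung list (-0.41, adjusted p 0.00489 in edgeR's quasi-likelihood test), chosen after its values were seen and not followed across the alternatives. Reads from another tissue stay open for these genes. The fit with the within-group component kept 98, which for the reason given cannot tell whether the component contributes. Of the 25 splits drawn, 3 gave at least 99 genes, the real one included, with up to 1191. The others mix the separate effects of siRNA and Dexa into the term in the same way, so chance is neither shown nor excluded by this number. On simulated data this term had 8.05% false calls. For 70 of the 99 genes the Dexa effect had the same sign and was smaller with siCop1, and for 14 it was the same sign and larger. A dependence of the Dexa response on Cop1 may underlie these terms as a hypothesis, and an effect of the siRNA on other transcripts or a ceiling on induced genes stay open and were not tested.

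The siCop1 by KL001 term without Dexa and the KL001 by Dexa term in siCTRL gave 0 genes in edgeR's quasi-likelihood test, with 982 and 888 at an unadjusted p below 0.05 and 15 and 3 in DESeq2. All 25 of the 25 splits drawn gave at least as many for each, as any split must when the count is 0.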

How the results depend on the processing

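The fits with 1 residual factor and with length and GC offsets were chosen only after the results were seen. RLE scaling kept all 16 counts of changed genes within 1.5 times, the sign and call of all 9 list tests, and 195 of 196 named gene calls.

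A fit on only the groups compared gave 225 genes for KL001 in siCTRL without Dexa (994 in the full fit), 950 in siCop1 without Dexa (604) and 1435 in siCop1 with Dexa (807). Chi-square per degree of freedom between replicates without Dexa was 4.53 to 10.13 in siCTRL KL001 and 1.83 to 5.97 in siCTRL DMSO. In the siCop1 groups it was 1.61 to 4.35. The full fit shares its estimate of spread over all groups, so it may understate the spread behind the 994 and overstate that in siCop1. Whether this gives the differing counts was not tested. No filter on low counts gave 61 and 59 genes for the siCop1 by KL001 term without and with Dexa, 230 for siCop1 by Dexa and 133 for KL001 by Dexa. Only 2, 2, 13 and 6 of these lay outside the filtered set, so most were genes tested in both. DESeq2 gave 15, 24 and 3 genes for the siCop1 by KL001 terms without and with Dexa and for KL001 by Dexa, against 0, 10 and 0. The cause was not tested for these.

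With 1 residual factor, KL001 changed 2071 and 2860 genes in siCTRL without and with Dexa and 1294 and 1656 in siCop1, and the interactions reached 145, 134, 272 and 374 genes. By its construction this factor removes spread within groups and leaves differences between groups, so larger counts follow from it. Length and GC offsets on the TMM scale gave 1583 genes for KL001 in siCTRL without Dexa, 958 and 1211 in siCop1 without and with Dexa, and 27, 62, 196 and 7 for the interactions (siCop1 by KL001 without and with Dexa, siCop1 by Dexa, KL001 by Dexa). With each library's mean over genes also set to 0 they gave 1674, 1213 (siCop1 with Dexa), 20, 32, 206 and 1. Of the 994 genes changed in siCTRL without Dexa, 969 were among the 1583 and 917 among the 1674.

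The offsets that set each library's mean over genes to 0 moved the balance of higher and lower genes, and the median log2 change over all genes lay farthest from 0 for Dexa in siCop1 DMSO, at -0.04. KL001 gave 1159 higher and 515 lower in siCTRL without Dexa (476 and 518 in the full fit), 1552 and 732 with Dexa (736 and 824) and 812 and 401 in siCop1 with Dexa (369 and 438). Dexa gave 1572 higher and 3230 lower in siCop1 DMSO (1778 and 1718) and 1674 and 2693 in siCop1 KL001 (1791 and 1829). siCop1 gave 2735 and 2282 in DMSO without Dexa (1890 and 2452), and the siCop1 by Dexa term 54 and 152 (43 and 56). On the TMM scale KL001 gave 820 and 763 in siCTRL without Dexa. The direction that prevails changed between the full fit and the offsets with the mean set to 0 for the KL001 comparisons given here, for Dexa in siCop1 DMSO and for siCop1 in DMSO without Dexa. Lower genes prevailed in both for Dexa in siCop1 KL001 and for the siCop1 by Dexa term.

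Leaving out each library in turn gave 653 to 1165 genes for KL001 in siCTRL without Dexa (lowest without DMSO replicate 3), 928 to 1416 with Dexa (928 without DMSO replicate 1, 962 without KL001 replicate 3) and 502 to 611 in siCop1 with Dexa (509 without DMSO replicate 1, 502 without KL001 replicate 3). It gave 0 to 6 and 2 to 10 for siCop1 by KL001 without and with Dexa, 0 to 3 for KL001 by Dexa, and 71 to 107 for siCop1 by Dexa. The first reached 6 and 1 without siCTRL KL001 without Dexa replicates 2 and 3, and the third 3 and 2 without siCTRL KL001 without Dexa replicate 2 and siCTRL KL001 with Dexa replicate 1. The second fell to 3, 5, 5 and 4 without siCTRL DMSO replicates 1 and 2 and siCTRL KL001 replicates 2 and 3, to 3 and 2 without siCop1 DMSO replicates 1 and 3, and to 2, 3 and 3 without siCop1 KL001 replicates 1, 2 and 3, all with Dexa. The Dexa and siCop1 counts and that of KL001 in siCop1 without Dexa stayed within 1.5 times.

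The replicate number as a block moved 1 count: siCop1 by KL001 with Dexa fell to 5 genes. It changed no other count by more than 1.5 times and no list call, and 6 of 196 named gene calls were lost. All 3 same-numbered pairs correlated above 0.1 in 1 of the 12 comparisons, so for the others no pairing was taken from the numbers. Heart muscle transcripts did follow the number in siCTRL, where Myh6 was at 4.08, 29.9, 24.3 and 6.32 CPM in replicate 2 of the 4 groups and at or below 0.0411 CPM in replicates 1 and 3 of 3 of them.

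Under camera 3 list tests that passed under fry did not pass: the clock list under siCop1 with Dexa (median log2 change -0.0842) and the ETS and AP-1 list under KL001 without (0.0113) and with Dexa (0.0026). The last median changed sign with no filter (-2e-04). Without single libraries it ran from -0.031 to 0.026, negative without siCTRL DMSO with Dexa replicate 1 (-0.011) and siCTRL KL001 with Dexa replicate 1 (-0.031). The median without Dexa ran from -0.016 to 0.062, negative without siCTRL DMSO replicate 1 (-0.003) and KL001 replicates 1 (-0.016) and 2 (-0.001). The list's members went both ways, so its direction under KL001 is not settled.

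Correlations of the siCop1 and KL001 effects rose with no filter to 0.348 without and 0.370 with Dexa. Pearson's coefficient was 0.293 without and 0.426 with Dexa, below the medians of 0.499 and 0.494 in the simulations of unchanged groups against shared controls. The value without Dexa lay below the lowest simulated one of 0.4, and that with Dexa lay within the simulated range of 0.349 to 0.599. The simulated groups held no effect, so a value below them does not show effects less alike than unrelated ones. For comparisons that share no libraries, Pearson's coefficient was 0.281 (siCop1 without and KL001 with Dexa) and 0.059 (siCop1 with and KL001 without Dexa). The cause was not tested.

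For 196 named gene and comparison pairs, 2055 of 2220 alternatives kept direction and call, 161 lost the call, 2 gained it and 2 reversed. The 2 reversals were of Dda1 under siCop1 in DMSO without Dexa (-0.01, not changed), which ran from -0.032 to 0.007 without single libraries; it was 0.007 without siCTRL DMSO replicate 2 and 0.002 without siCop1 DMSO replicate 3. The 161 losses fell on 32 pairs. Depth limits the lowest of the named genes: Serpina3m had 0 counts in both DMSO groups without Dexa, and Greb1 stood at 0.418 CPM in siCTRL DMSO without Dexa.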

Other observations

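In this part the tests of heart muscle, airway and squamous transcripts, and of Des, Cox6a2 and Tnni3 among libraries with little Myh6, were chosen only after the results were seen, as were the fits with the within-group component and with length and GC offsets.

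Genes of cardiac muscle appeared in some libraries and not in others of the same group. Myh6 was at 20.3, 4.08 and 7.58 CPM in siCTRL DMSO without Dexa replicates 1, 2 and 3, at 29.9 CPM in siCTRL DMSO with Dexa replicate 2, at 24.3 CPM in siCTRL KL001 without Dexa replicate 2 and at 6.32 CPM in siCTRL KL001 with Dexa replicate 2. It was at or below 0.121 CPM in the other 6 siCTRL libraries and in all 12 siCop1 libraries. Replicate 2 of each of the 4 siCTRL groups was thus among those with Myh6, and whether same-numbered libraries shared a handling step is not given in the sources used here. Of a list of 25 heart muscle genes, all but Ldb3 (0.035) had a rank correlation of at least 0.617 with the rest of the list within groups, with a median of 0.844 over the 25. Its total reached 272.63 CPM against a median of 49.87. Ldb3 was at 37.0 to 45.2 CPM in every library and did not move with the rest. The other most abundant members were Myh6, Mb (29.8) and Actc1 (28). Only 2 of the 25 reached 1 CPM in every library and none is on another list. An effect of the treatments alone is argued against, since the list total differed 5.2-fold between libraries of siCTRL DMSO with Dexa. Reads or RNA from heart muscle may be the source, from a small and uneven admixture, and heart cells carried in some cultures stay open: a list of embryonic heart genes correlated with the heart muscle list by 0.443 within groups, which settles neither. The fibroblasts themselves express part of that list, with 4 of its 12 genes at 1 CPM or more in every library.

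Because the libraries with Myh6 were all siCTRL, these transcripts enter the siCop1 comparisons, whatever their source. The heart list held 6, 3, 2 and 1 of the genes changed by siCop1 in DMSO without and with Dexa and in KL001 without and with Dexa, with Tnni3 and Des among the first 6. The airway list held 0, 6, 2 and 3 of them, and the heart, airway, squamous and macrophage lists together 8, 16, 5 and 7. For Des and Cox6a2, reads or RNA from heart muscle as the whole cause is argued against. Among libraries with Myh6 below 0.5 CPM (6 siCTRL and 12 siCop1), the lowest siCTRL value stayed above the highest siCop1 value by a ratio of 2.0 for Des (1.01 to 1.23 CPM against 0.201 to 0.505) and 2.2 for Cox6a2 (4.58 to 6.38 against 1.29 to 2.08). Their fitted changes may still be enlarged by such reads. Tnni3 went the other way: its siCTRL values in those libraries lay within the siCop1 range (0.598 to 0.934 against 0.583 to 1.03 CPM, a ratio of 0.577), so reads or RNA from heart muscle may account for its fall with siCop1. None of the 6 siCTRL libraries was in DMSO without Dexa, so that comparison was not tested by itself.

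Airway epithelium genes behaved likewise, with a median rank correlation of 0.767 among list members within groups (Scgb3a1 lowest, at -0.005) and a 5.6-fold difference between libraries of siCTRL KL001 with Dexa, which argues against the treatments alone. The total ran from 33.19 to 278.91 CPM, and its most abundant members were Reg3g (3.99 to 68.3 CPM), Cyp2f2 (4.65 to 64.5) and Bpifa1 (6.42 to 62.8). In DMSO with Dexa the total was 214.29, 208.71 and 215.63 CPM in siCop1 and 106.93, 103.22 and 67 CPM in siCTRL. A part for the siRNA thus stays open there, whereas the siCTRL and siCop1 ranges overlapped in the other settings. Of the 18 genes, 7 were at 1 CPM or more in every library. Squamous epithelium genes had a median rank correlation of 0.808 (Sbsn lowest, at 0.257) and a 7.3-fold difference between libraries of siCop1 DMSO with Dexa, where Krt13 was at 30.5 CPM in replicate 1 and at 2.35 and 3.33 CPM in the others, and Krt4 reached 23.7 CPM. Of its 12 genes, 1 was at 1 CPM or more in every library. Reads or RNA from such epithelia may be the source of these transcripts. A few epithelial cells in the cultures would give the same pattern and were not told apart from it. Pigr and Krt13, which the naming rule selected, belong to these lists, and Lyz2 to the macrophage list. The other lists moved together less: the median rank correlation was 0.355 for macrophage, 0.217 for embryonic heart, 0.145 for fast skeletal muscle and -0.101 for alveolar lung genes, and of the liver genes 1 reached 0.5 CPM.

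A component shared by many genes separated libraries of the same group and carried 29.4% of the within-group variance over 10538 genes. Its loadings followed transcript length across genes, with a rank correlation of 0.724, and GC content with -0.452 (97.31% of genes matched; genes are not independent replicates). Length and GC content together accounted for 57.2% of the variance of the ranks. A length or GC bias that varied between libraries, as from RNA integrity or fragment size, may be the source. Its correlation with the library total within groups was -0.237, which neither shows nor excludes a part for depth. Scores were lowest in siCTRL KL001 without Dexa replicate 2 (-2.41), siCTRL DMSO with Dexa replicate 1 (-1.94) and siCTRL DMSO without Dexa replicate 1 (-1.71). No biological source of this component was tested.

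For each of the 12 simple effects and 9 list tests, 1 of the 10 splits of the 6 libraries, the real one, gave a result as large, and 10 splits cannot give a share below 0.1, so chance cannot be excluded this way. The other splits gave 0 genes in edgeR's quasi-likelihood test for 11 of the 12 effects. For KL001 in siCTRL without Dexa, another split gave 966 genes against the real 994. It set DMSO replicate 1 with KL001 replicates 2 and 3, with scores of -1.71, -2.41 and 0.61 on the component above, against 0.67, 1.04 and 1.81 for the rest. The split thus sets the 3 lowest scores against the 3 highest. Exchanging KL001 replicate 3 (0.61) for DMSO replicate 2 (0.67) gave 0 genes, so whether the component gives the 966 is not settled. With the component in the fit the real comparison gave 2071 genes, and with length and GC offsets on the TMM scale 1583, of which 969 were among the 994. For the Dexa effect in siCTRL DMSO, the 3 other splits that part all pairs of replicate numbers gave 0 genes.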
